A study of Mus musculus with 8 samples.

How the data were processed

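RNA was measured in MIN6 cells, an insulin-producing β-cell line derived from a mouse pancreatic tumour, after a 48 h transfection with Lipofectamine 3000, a lipid reagent that carries plasmid DNA into cells. The extraction text of the labels speaks of isolated islets, but every sample is named as MIN6, so all were treated as MIN6. The labels gave 2 groups of 4 biological replicates, numbered 1 to 4 in each. Control cells received the empty vector pcDNA 3, and the other cells received pGloMyc-Klf4, a plasmid that expresses the transcription factor Klf4. By their names the plasmids have different backbones, so the backbone and Klf4 changed together. Per the labels, libraries of polyadenylated RNA were made with the Tecan Universal Plus mRNA-seq kit, replicates 1 and 2 of both groups formed batch 1, and replicates 3 and 4 formed batch 2.

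The values used here were the whole-number read counts per gene that the authors deposited, 1 column per library, not normalised and not pooled. Reads had been trimmed with cutadapt, per the name given to the deposited counts. The aligner, the counting program, its strand setting, the genome build and the annotation were not stated in the labels or in the header. All 55536 pairs of gene identifier and symbol were those of the GENCODE M21 annotation of the mouse GRCm38 build, from which coordinates, gene types, exonic GC content and exonic length were taken. Without a stated strand setting, counts of genes that overlap another gene, or that have a near-identical copy, were treated as uncertain. Reads from the transfected Klf4 sequence and from the endogenous gene could not be separated in a count per gene.

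Counts were analysed in edgeR 4.0.16 with limma 3.58.1 under R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, which left 18266 genes and took out 37270. Library sizes were scaled with TMM factors, which lay between 0.996 and 1.01. A negative binomial model with terms for batch and plasmid was fitted with glmQLFit, and the plasmid term was tested with edgeR's quasi-likelihood test. This design follows the series' own description, which names edgeR with batch correction. P-values were adjusted with the Benjamini-Hochberg method over all tested genes, and genes with an adjusted p under 0.05 were called changed, with no minimum fold change. Log2 fold changes are those of the Klf4-transfected over the control libraries. For genes with no counts in the control libraries, the log2 fold change rests on the small prior count that edgeR adds, so a lower bound of the fold was also computed against a floor of 3 counts. Each SE is the size of the log2 fold change divided by the square root of the test's F value. It was not estimated separately and does not cover the choice of prior count or method. Values per library are TMM-scaled CPM (counts scaled to a common library size), computed here from the deposited counts. Sums over sets of low genes were scaled to the total counts alone.

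The choice of genes to name was fixed before the data were examined, as were the gene lists, the designs and most alternatives. Named genes were Klf4, the genes of the islet lists past the threshold (the 5 of largest change in full), and the 5 highest and 5 lowest log2 fold changes among changed genes with an average log2 CPM of at least 1 whose Klf4-transfected libraries lay beyond the control libraries within each batch. The islet lists held 16 α-cell genes, 17 β-cell genes and 6 endocrine transcription factors. Lists of 25 cell cycle and 27 interferon-response genes were tested for the closing observations. Of the interferon symbols, 1 had no match, so 26 were used, and 24 of those passed the filter. Results of 2 single genes of the islet lists are not reported here, and the counts and tests of whole lists include them. Lists with a set test were tested with limma's camera (inter-gene correlation 0.01), adjusted over the 4 lists tested. The effect of the plasmid was also estimated within each batch, and its difference between batches was tested with an interaction term. The replicate numbers in the sample titles were the only source of a pairing of libraries between groups. A fit with the replicate number as a block in place of batch was also made, and correlations between the deviations of same-numbered libraries were computed over 10485 genes with an average log2 CPM of at least 3.

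Single values were compared between groups with two-sided exact permutation tests over the 70 relabellings of 4 against 4, whose smallest p is 0.0286. Alternatives were no batch term, DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, a filter at 1 CPM in at least 4 libraries, removal of the 10 most abundant genes, the rotation test fry in place of camera, stricter thresholds and the omission of each library in turn. The 3 other scalings were added after the data had been seen: an offset for GC content and exonic length smoothed with a span of 0.3, the same offset with the replicate block, and factors from genes with an average log2 CPM of at least 6. Figures and permutation tests were made with Python 3.11.15.

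The procedure was tested on 5 simulated sets of counts drawn from the control means of each batch and the sizes of these libraries. Each set had 200 changed genes among 17257 tested. Of the changed genes, 84.1% were called, and 5.82% of the calls were unchanged genes. For a log2 change of 1 the share called was 99.7%, and for 0.25 it was 66.6%. The changed genes were drawn from well-counted genes and moved by at most 1, with rises and falls equally likely. These rates therefore do not cover low genes, or changes as many, as large and as uneven in direction as those found here. Library totals lay between 45417853 and 52731176 counts, so that 3 counts, taken as the smallest level shown, corresponded to 0.0569 to 0.0661 CPM. Such floors cover counting error only, since reads amplified by PCR were counted without molecular identifiers.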

Results

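The series asks how forced expression of Klf4, a zinc-finger transcription factor, changes the transcriptome of a pancreatic β-cell line. It belongs to a study of KLF4 and NKX2.2 in α-cell identity. Polyadenylated RNA was sequenced from 8 libraries of MIN6 cells, 4 transfected with empty vector (control) and 4 with a Klf4 plasmid, with 2 libraries of each group in each of 2 batches. Total counts were 47017647, 48630026, 49504167 and 48267416 in control replicates 1 to 4. In Klf4-transfected replicates 1 to 4 they were 51891997, 45417853, 52361486 and 52731176. The mean totals, 48350000 ± 1032000 and 50600000 ± 3472000 (SD, n = 4), did not differ beyond the spread between replicates (two-sided exact permutation p = 0.229). Of 55536 genes, 33674 had a count in at least 1 library. A control library held counts for 24970 ± 390 genes and a Klf4-transfected library for 26740 ± 338.5 genes (SD, n = 4). Every Klf4-transfected library lay above every control library in this measure, which gave the smallest p of the design (exact permutation p = 0.0286).

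Replicates were compared before they were averaged. Counts of 2 libraries of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 4.23 to 5.71 within a batch and 17.4 to 23.3 between batches, so all 8 libraries were kept as separate replicates. On a principal component analysis the first component held 79.6% of the variance and separated the groups. Control libraries scored between -67.9 and -62.4, and Klf4-transfected libraries between 58.3 and 72.3. The next component held 7.1% and separated the batches. The biological coefficient of variation was 4.08% with a term for batch and 8.43% without it. The insulin genes Ins1 and Ins2 took 2.02% ± 0.366 of the counts in control and 1.98% ± 0.387 in Klf4-transfected libraries (SD, n = 4), a difference within the spread between replicates (exact permutation p = 0.743). Within the control group this share was 2.34% and 2.33% in batch 1 against 1.71% and 1.69% in batch 2, and in the Klf4-transfected group 2.38% and 2.24% against 1.58% and 1.73%.

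The transfected gene was examined first, since it checks the labels. Klf4 (ENSMUSG00000003032) is a protein-coding gene on chromosome 4, 55527143 to 55532466, minus strand, in GRCm38. It had 2014, 2060, 1929 and 1743 counts in the control libraries and 251826, 205171, 257862 and 308667 counts in the Klf4-transfected libraries. Normalised expression was 40.1 ± 3.11 CPM in control and 5040 ± 567.2 CPM in Klf4-transfected cells (SD, n = 4), a 125.7-fold difference (exact permutation p = 0.0286, the smallest of the design). The log2 fold change was 6.97 (SE 0.07) with an adjusted p of 1.21e-25 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the alternatives it ranged from 6.88, without the replicate 4 Klf4-transfected library, to 7.02. It was 6.78 in batch 1 and 7.17 in batch 2, and this difference between batches passed the threshold (edgeR interaction test, adjusted p = 0.0057). Klf4 took 0.00401% of the counts in control and 0.504% in Klf4-transfected libraries. Endogenous and plasmid-derived transcripts were counted together.

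Of the 18266 genes tested, 6684 (36.6%) changed at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 3856 higher and 2828 lower in Klf4-transfected cells. Without adjustment, 8086 genes had a p under 0.05. Among alternatives that kept this threshold, leaving out the batch term moved the count most, to 4116 changed genes, all of them among the 6684. With the replicate number as a block in place of batch, 6284 genes changed, 3724 higher and 2560 lower, and 6261 of them were shared with the fit on batch. Deviations from the group means correlated at 0.54 between same-numbered libraries, at 0.53 between libraries of the same batch with other numbers, and at -0.53 between batches. Once batch means were taken out, the same-numbered correlation was -0.05 in batch 1 and 0.08 in batch 2, so that the numbers paired libraries by batch and not further. Fitted separately, batch 1 (2 against 2) gave 4460 changed genes, 2886 higher and 1574 lower, and batch 2 gave 5412, 3606 higher and 1806 lower. All 3377 genes that changed in both batches and in the pooled fit did so in the same direction. Of the 6684 pooled calls, 6672 (99.8%) had the same sign in both batches. The pooled fit averages the batches, so a gene with opposite signs would rarely be called. Both of these agreements were thus largely set in advance by the choice of genes. Across all tested genes, which are not independent replicates, the log2 fold changes of the batches correlated with a Pearson r of 0.909 and a Spearman rho of 0.593. The effect differed between batches for 140 genes (edgeR interaction test, adjusted p under 0.05), of which 122 also changed in the pooled fit and 21 had opposite signs.

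**Figure D1:**
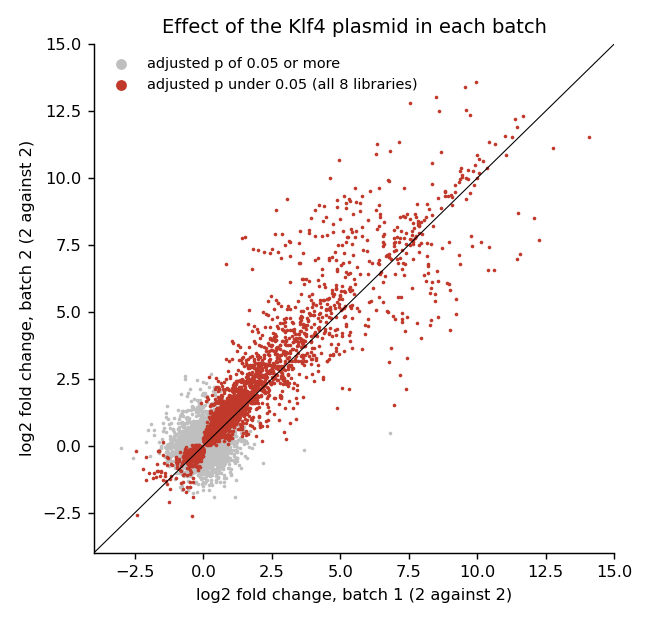
Log2 fold change of each tested gene (Klf4 plasmid over empty vector) in batch 1 on the horizontal axis and in batch 2 on the vertical axis, each from 2 against 2 libraries, with the 6684 genes changed over all 8 libraries in red and the others in grey. The diagonal marks equal change, and 6672 of the red points have the same sign on both axes, which their choice by the pooled fit makes likely.

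The raised and lowered genes differed in the size of their change. The median log2 fold change was 0.67 among the 3856 higher genes and -0.16 among the 2828 lower genes. A log2 fold change of at least 1 in size was reached by 1553 higher and 34 lower genes, and 318 genes rose by at least 5. Among the lower genes 96% changed by less than 0.5, against 42.8% of the higher genes. Protein-coding genes made up 3597 of the higher and 2628 of the lower genes. The number of lower genes depended on the scaling: with factors set from genes with an average log2 CPM of at least 6, an alternative chosen after the data had been seen, 1805 genes were lower and 70.3% of calls were higher, against 57.7% with TMM factors.

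**Figure D2:**
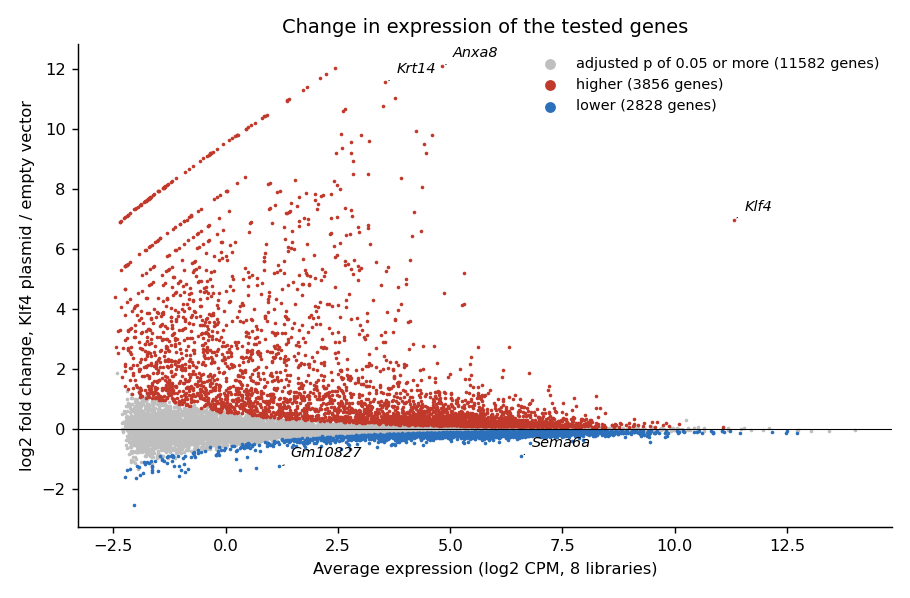
Log2 fold change (Klf4 plasmid over empty vector, vertical axis) against average expression over the 8 libraries (log2 CPM, horizontal axis), 1 point per tested gene, with 3856 higher genes in red, 2828 lower genes in blue and genes with an adjusted p of 0.05 or more in grey. Higher genes reach a log2 fold change of 12.09 and lower genes -2.52, and Klf4 lies at 6.97 with an average log2 CPM of 11.3.

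The largest increases among the 2508 eligible higher genes were in genes at or under the floor of 3 counts in every control library, so that each fold is a lower bound. Annexin gene Anxa8 (ENSMUSG00000021950, chromosome 14, 34085981 to 34100571, plus strand) had 0, 0, 2 and 0 counts in control libraries and 2430, 1961, 3400 and 3653 in Klf4-transfected libraries. Its expression of 56.1 ± 12.8 CPM (SD, n = 4) was at least 903-fold higher than the floor, with a log2 fold change of 12.09 (SE 0.15) and an adjusted p of 6.82e-24 in edgeR. It overlaps another annotated gene, which leaves its counts uncertain. Calm4 (ENSMUSG00000033765, chromosome 13, 3837757 to 3838673, plus strand) had no counts in control libraries and 10.4 ± 2.48 CPM in Klf4-transfected libraries (SD, n = 4), at least 167.9-fold higher (log2 fold change 12.01, SE 0.30, edgeR adjusted p 6.52e-17). Calm4 also overlaps another gene. It belongs to the calmodulin family, and Krt14 to the keratin family, whose members could share reads. Tcf23 (ENSMUSG00000006642, chromosome 5, 30968662 to 30977018, plus strand) rose from no counts to 9.17 ± 2.68 CPM (SD, n = 4), at least 147.7-fold higher (log2 fold change 11.83, SE 0.31, edgeR adjusted p 9.03e-17). Fam25c (ENSMUSG00000043681, chromosome 14, 34351881 to 34355433, minus strand) rose from no counts to 8.28 ± 1.65 CPM (SD, n = 4), at least 133.4-fold higher (log2 fold change 11.68, SE 0.37, edgeR adjusted p 2.26e-15). The keratin gene Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548, minus strand) had 0, 0, 0 and 1 counts in control libraries and 969, 766, 1528 and 1452 in Klf4-transfected libraries. This was 23.1 ± 6.12 CPM (SD, n = 4) and at least 371.5-fold higher (log2 fold change 11.55, SE 0.20, edgeR adjusted p 8.2e-22). Within batches 1 and 2 the log2 fold changes were 14.09 and 11.52 for Anxa8, 11.66 and 12.31 for Calm4, 11.37 and 12.19 for Tcf23, 11.44 and 11.90 for Fam25c, and 12.75 and 11.13 for Krt14. None of these differences between batches passed the threshold. With limma-voom the log2 fold changes of Calm4, Tcf23 and Fam25c were 9.95, 9.75 and 9.63. The DESeq2 Wald test gave 11.39, 11.18 and 11.07. For these genes without control counts, the SE thus understates how far the log2 fold change depends on the method.

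The lowest log2 fold changes among the 2283 eligible lower genes were smaller in size. Gm10827 (ENSMUSG00000096977), a long intergenic non-coding RNA gene on chromosome 10, 18235053 to 18246019, plus strand, went from 3.22 ± 1.78 to 1.32 ± 0.6 CPM (SD, n = 4), 0.41 times the control level (log2 fold change -1.24, SE 0.15, edgeR adjusted p 8.11e-07). Most of its spread lay between batches: control values were 4.99 and 4.52 CPM in batch 1 and 1.83 and 1.55 CPM in batch 2, and the log2 fold change was -1.39 and -1.02 in the respective batches. Sema6a (ENSMUSG00000019647, chromosome 18, 47235598 to 47368870, minus strand) fell from 123.1 ± 9.65 to 66.8 ± 9.04 CPM (SD, n = 4), with no overlap between groups (log2 fold change -0.89, SE 0.04, edgeR adjusted p 7.82e-15, -0.95 and -0.81 within batches 1 and 2). The non-coding Gm21781 (ENSMUSG00000095123, chromosome 10, 4391587 to 4396424, plus strand) fell from 8.39 ± 0.611 to 5.26 ± 0.683 CPM (SD, n = 4; log2 fold change -0.68, SE 0.09, edgeR adjusted p 3.01e-06, -0.53 and -0.82 within batches). Rad52 (ENSMUSG00000030166, chromosome 6, 119902698 to 119922828, plus strand) fell from 7.3 ± 0.79 to 4.59 ± 0.196 CPM (SD, n = 4; log2 fold change -0.67, SE 0.08, edgeR adjusted p 1.13e-06, -0.75 and -0.58 within batches). Ppp1r3c (ENSMUSG00000067279, chromosome 19, 36731731 to 36736653, minus strand) fell from 3.36 ± 0.551 to 2.2 ± 0.263 CPM (SD, n = 4; log2 fold change -0.61, SE 0.12, edgeR adjusted p 0.000441, -0.68 and -0.53 within batches).

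**Figure D3:**
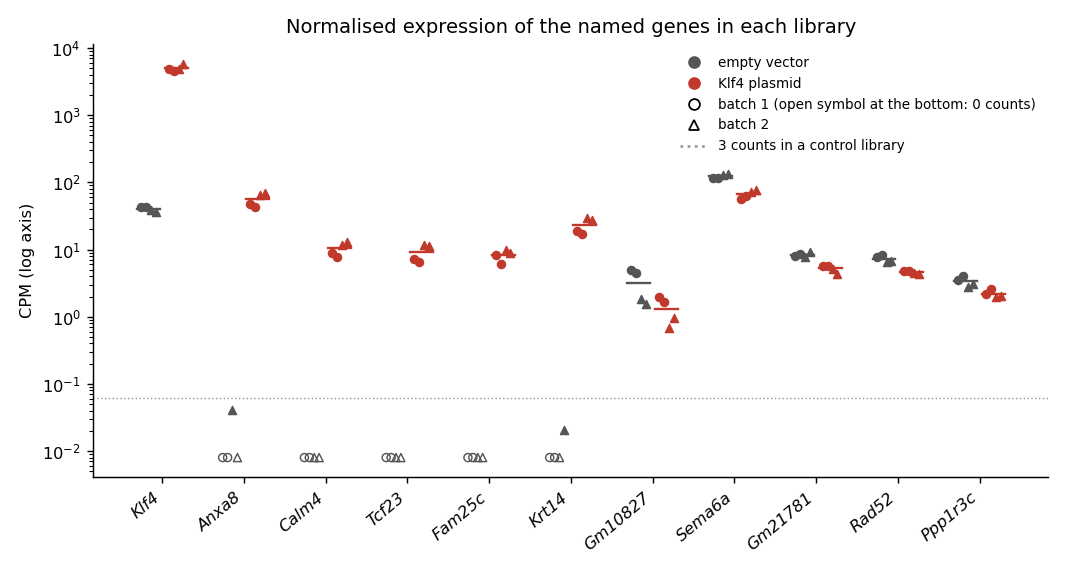
Normalised expression (CPM, log axis) of Klf4 and of the 5 most raised and 5 most lowered named genes in each library, control in grey and Klf4-transfected in red, circles for batch 1 and triangles for batch 2, with horizontal bars at group means and open symbols at the bottom for 0 counts. The dotted line marks 3 counts in a control library (0.0621 CPM), and control libraries of the 5 raised genes lie below it while Sema6a falls from 123.1 to 66.8 CPM.

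Because the series concerns α-cell identity in a β-cell line, lists of islet genes set beforehand were examined. Of 39 genes listed, 35 passed the filter and 17 changed at an adjusted p under 0.05 over all tested genes, 4 higher and 13 lower. The same number, 17, passed when p-values were adjusted within each list alone. In the α-cell list 7 of 12 tested genes changed (3 higher, 4 lower), in the β-cell list 8 of 17 (1 higher, 7 lower) and among the endocrine transcription factors 2 of 6 (both lower). The median log2 fold change was -0.04 in the α-cell list and -0.07 in the β-cell list. As sets, neither differed from the other genes by limma's camera test, with an adjusted p of 0.443 for the α-cell list (0.332 before adjustment) and 0.236 for the β-cell list (0.0591 before adjustment). With the replicate number as a block, although the numbers paired libraries no further than batch, the adjusted camera p was 0.468 for the α-cell list and 0.234 for the β-cell list. Under 3 of the alternatives the β-cell list passed the threshold, with an adjusted p of 0.00895 when no filter was applied.

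Of the islet genes reported singly, 4 are given in full. Irx2 (ENSMUSG00000001504, chromosome 13, 72628820 to 72634198, plus strand) rose from 0.348 ± 0.154 to 0.94 ± 0.297 CPM (SD, n = 4; log2 fold change 1.46, SE 0.27, edgeR adjusted p 0.00016, 1.27 and 1.73 within batches), on 10 to 24 counts per control library and 29 to 58 per Klf4-transfected library. Dpp10 (ENSMUSG00000036815, chromosome 1, 123321471 to 124045559, minus strand), also of the α-cell list, had a log2 fold change of -0.34 (SE 0.09, edgeR adjusted p 0.00447), from 6.78 ± 1.3 to 5.35 ± 0.913 CPM (SD, n = 4), and overlaps another gene. The α-cell list gene Gc (ENSMUSG00000035540, chromosome 5, 89417522 to 89457898, minus strand) fell from 174.8 ± 5.72 to 146.8 ± 3.25 CPM (SD, n = 4; log2 fold change -0.25, SE 0.03, edgeR adjusted p 2.75e-07). The zinc transporter gene Slc30a8 (ENSMUSG00000022315, chromosome 15, 52295553 to 52335798, plus strand) of the β-cell list fell from 193.6 ± 6.37 to 166.2 ± 6.2 CPM (SD, n = 4; log2 fold change -0.22, SE 0.03, edgeR adjusted p 5.23e-07). Within batches 1 and 2 the log2 fold changes were -0.29 and -0.37 for Dpp10, -0.28 and -0.22 for Gc, and -0.22 in both for Slc30a8.

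A further 12 islet genes past the threshold moved by -0.22 to 0.12 on the log2 scale. Lower were Etv1 (-0.22), Nkx2-2 (-0.20), Slc7a2 (-0.19), Mafa (-0.18), Neurod1 (-0.14), Ero1lb (-0.14), G6pc2 (-0.13), Pdx1 (-0.12), Papss2 (-0.07) and Iapp (-0.07), and higher were Mamld1 (0.12) and Ffar1 (0.11). Iapp changed sign, to 0.02, under the offset for GC content and length, and the call for Mamld1 was lost in all but 1 of the fits that each left out a library. Mafa fell by 0.06 in batch 1 and by 0.29 in batch 2, and Etv1 by 0.11 and 0.32, differences that passed the edgeR interaction test (adjusted p 0.00817 and 0.0295). Other lower genes also changed more in batch 2: Pdx1 (-0.04 and -0.18), G6pc2 (-0.05 and -0.20) and Ero1lb (-0.05 and -0.22). So did Neurod1 (-0.08 and -0.20), Nkx2-2 (-0.11 and -0.29), Papss2 (-0.04 and -0.10) and Slc7a2 (-0.18 and -0.20). Iapp went the other way (-0.07 and -0.06). None of these other differences passed the interaction test. In batch 1 the groups overlapped for Pdx1, Mafa, Nkx2-2 and Neurod1. The hormone genes did not pass the threshold: the log2 fold change was -0.06 for Gcg (edgeR adjusted p 0.379), -0.02 for Ins1 (0.66) and -0.03 for Ins2 (0.447). Gcg had 4155, 4014, 2915 and 3060 counts in control libraries and 4882, 3717, 2855 and 2864 in Klf4-transfected libraries. The α-cell list gene Irx1 fell below the filter and was not tested, with 0 counts in each control library and 2, 0, 6 and 8 in the Klf4-transfected libraries, and it was singled out after its values were seen.

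**Figure D4:**
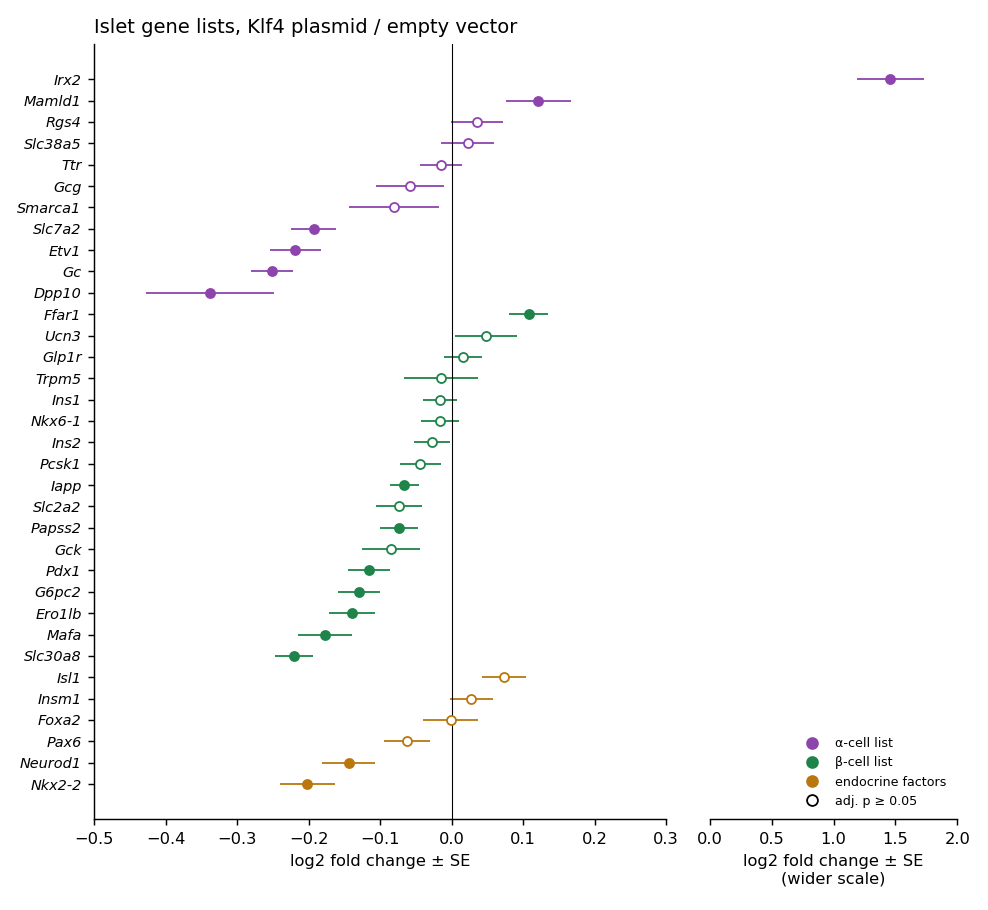
Log2 fold change with SE (Klf4 plasmid over empty vector, 4 against 4 libraries) of the tested islet genes reported singly, with filled points for those with an adjusted p under 0.05 and a wider scale on the right for Irx2. Apart from Irx2 at 1.46, all points drawn lie between -0.34 and 0.12.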

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

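The tests in this part were set out before their results were seen, apart from the comparison of single libraries by their Klf4 level and the comparison of receptor genes within batches, which were chosen after the related values had been seen. The check for a library far from the others of its group was made 57 times and singled out a library in 5 of them, where chance gives about 2.85, so no pattern is read into these 5 by themselves.

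The Klf4-transfected replicate 2 had a total of 45417853 counts, below the 51891997 to 52731176 counts of the other Klf4-transfected libraries. Library size enters the model, and the fit without this library gave 6451 changed genes against 6684 with it. No biological explanation was tested. Control replicate 3 stood apart for Anxa8 at 0.0406 CPM, which is 2 counts, and control replicate 4 for Krt14 at 0.0207 CPM, which is 1 count, in each case because the other 3 control libraries had 0 counts. These values lie below the floor of 3 counts, where a gap between libraries cannot be read as a difference, and no biological explanation was tested.

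Klf4-transfected replicate 4 had 27.6 CPM of Mamld1, below the 29.7 to 30.2 CPM of the other Klf4-transfected libraries. Control replicate 2 had 139 CPM of Nkx2-2, below the 149.6 to 150.9 CPM of the other control libraries. Without that library the log2 fold change of Nkx2-2 was -0.26, against -0.20 with it, so the decrease did not rest on it. Both genes overlap another annotated gene, and reads from the overlap cannot be excluded, since the strand setting of the counts is not stated. No biological explanation was tested.

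The effect of the Klf4 plasmid differed between the batches for 140 genes by the interaction test, 1942 at an unadjusted p under 0.05. The DESeq2 Wald test gave 134 genes. Among named genes, the interaction term on the log2 scale (batch 2 against batch 1) was 0.371 for Klf4 (edgeR adjusted p 0.0057). It was -0.222 for Etv1 (0.0295) and -0.249 for Mafa (0.00817). This term comes from a different fit, so it is not exactly the difference of the values fitted within batches. Of the 115 such genes raised over all libraries, 111 had the larger change in batch 2. Among raised genes with at least 10 counts in every control library, 75.7% had the larger change in batch 2, and among lowered genes 61.2%. A candidate explanation is a higher level of Klf4 in batch 2: its mean was 4703 CPM in the Klf4-transfected libraries of batch 1 and 5378 CPM in those of batch 2, a ratio of 1.14. Library by library, however, Klf4 stood at 4873 and 4532 CPM in replicates 1 and 2 and at 4903 and 5853 CPM in replicates 3 and 4, so the ratio rested mostly on replicate 4. With changes taken over the control mean of the same batch, 68.7% of 2932 raised genes (Klf4 left out) had a larger change in replicate 3 than in replicate 1, although Klf4 was almost equal in the 2 libraries. Within batches the change was larger in replicate 4 than in replicate 3 for 62.8% of these genes and in replicate 1 than in replicate 2 for 56.2%. Klf4 level alone thus leaves much of the batch difference unexplained, on 1 library against 1 and with genes that are not independent. Part of the difference for Klf4 itself came from the control libraries, at 42.8 and 42.3 CPM in batch 1 and 39.1 and 36.1 CPM in batch 2. With 2 libraries of each group per batch, a dose of Klf4 cannot be told apart from any other difference between the batches.

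Genes outside the tested set, those left out by the filter on low counts, held more of the library in Klf4-transfected cells. Their summed expression was 546.6 ± 47.1 CPM in control and 689.1 ± 10.2 CPM in Klf4-transfected libraries (SD, n = 4), a ratio of 1.26 (two-sided exact permutation p = 0.0286, the smallest of the design). Control libraries had 559 and 608 CPM in batch 1 and 506.2 and 513.4 CPM in batch 2, and Klf4-transfected libraries 694.4 and 684.8 CPM against 677.1 and 700.2 CPM, so the difference held in both batches. Genomic DNA or unspliced background could raise such genes together. Olfactory and vomeronasal receptor genes below the filter, which served as a gauge of such background, had a ratio of 1.11 (exact permutation p = 0.543). Their sums were 3.34 ± 0.887 CPM in control and 3.7 ± 0.71 CPM in Klf4-transfected libraries (SD, n = 4). Within batches, control libraries had 3.53 and 4.46 CPM and Klf4-transfected libraries 4.09 and 4.25 CPM in batch 1 (ratio 1.04), and 3.01 and 2.36 CPM against 2.67 and 3.79 CPM in batch 2 (ratio 1.20), so the groups overlapped in both batches. An exact permutation within batches, whose smallest p is 0.0556, gave p = 0.389 against no change and p = 0.222 against a rise as large as that of all genes below the filter. Neither could have passed the threshold, and the rise cannot be told apart from such background. Low-level transcription of many genes after Klf4 expression may also explain the rise. RNA from other cells was not excluded either, and neither was an effect of the different plasmid backbone.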

How the results depend on the processing

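The rise of Klf4 kept its direction and passed the threshold under all alternatives run, with log2 fold changes from 6.88 to 7.02. The numbers of changed genes were within 1.5 times of the reported ones under DESeq2 size factors (6791), the DESeq2 Wald test (6382), limma-voom (6673), no filter (7370), the filter at 1 CPM (5666), removal of the 10 most abundant genes (7023) and the replicate block (6284). Fits that each left out 1 of the 8 libraries gave 5889 to 7074 changed genes, 3443 to 3769 higher and 2446 to 3305 lower. All genes changed both in the reported fit and in any of these fits had the same direction in both, which their shared libraries make likely.

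Without the batch term, 4116 genes changed, 1159 of them lower, and 71.8% of calls were higher against 57.7% with it; the biological coefficient of variation was 8.43% against 4.08%, and the cause of the shifted share was not tested. Asking also for a log2 fold change of at least 1 in size left 1587 genes, 1553 higher and 34 lower. At an adjusted p under 0.01, 1696 genes were lower. Factors from genes with an average log2 CPM of at least 6, added after the data had been seen, gave 1805 lower genes, all among the 2828 reported, and 70.3% of calls higher. This scaling moved the median log2 fold change of all genes by 0.03. No scaling moved that median by more than 0.1. The interaction test found 265 genes with no filter against 140, and batch 2 alone gave 3589 changed genes with no filter against 5412; the cause was not tested.

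The β-cell list passed the threshold under limma-voom (median -0.0659, adjusted p 0.0178), with no filter (-0.0764, 0.00895) and with fry (-0.0661, 0.0442), and failed it under the other alternatives, where its adjusted p reached 0.375. Its median was negative in every fit. The interferon list passed with fry (0.2007, adjusted p 0.0213) and in no other fit, where its adjusted p reached 0.793. The rotation test asks whether a list changed at all, camera whether it changed more than other genes. The cell cycle list changed sign to 0.0022 under the filter at 1 CPM and to 0.0211 under the factors from abundant genes, and passed the threshold in no fit.

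Of the named genes, Iapp changed sign to 0.017 under the GC and length offset and to 0.0169 under that offset with the replicate block, both added after the data had been seen; the cause was not tested beyond this offset. Over the alternatives other than leaving out a library, 263 of the other checks of named genes kept their direction and side of the threshold and 19 kept only their direction, 10 of these without the batch term. In the fits without 1 library, 198 checks kept both and 10 kept only the direction, all 10 for Mamld1, Papss2 or Ffar1. Irx2 did not pass the filter at 1 CPM and has no value there. Irx2, at 10 to 24 counts in control libraries, and Irx1, at up to 8 counts in Klf4-transfected libraries, lie near what this depth can show.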

Other observations

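Of the tests in this part, the comparison of Krt5 with Krt14 and the markers named singly were chosen after their values had been seen, as was the comparison of receptor genes within batches, and the keratinocyte markers were listed after Krt14 had been seen among the most raised genes. The other tests were set out before their results were seen.

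A set of 127 genes had at most 3 counts in every control library and at least 30 counts in every Klf4-transfected library, and 37 of them had 0 counts in all control libraries. The mirrored definition, silent in every Klf4-transfected library and present in every control library, was met by 0 of the genes. Protein-coding genes made up 116 of the 127, and the median of their mean expression was 1.88 CPM. Several technical explanations were tested. Greater depth was not needed: after every library was drawn down to 45417853 counts, 131 genes met the definition, 125 of them the same genes. Genomic DNA or unspliced background would raise receptor genes that a β-cell line does not use. The summed expression of 1740 olfactory and vomeronasal receptor genes was 15.9 ± 3.46 CPM in control and 16.7 ± 3.35 CPM in Klf4-transfected libraries (SD, n = 4). The ratio was 1.05 (exact permutation p = 0.514). Within batches the ratio was 1.04 and 1.07, with every Klf4-transfected library above the control libraries of its batch (exact permutation within batches p = 0.0556, the smallest it can give). However, 12 of these receptor genes passed the filter, and they held most of the sum. Receptor genes below the filter had 3.34 ± 0.887 CPM in control and 3.7 ± 0.71 CPM in Klf4-transfected libraries (SD, n = 4). Their ratio was 1.11 (exact permutation p = 0.543), with 1.04 and 1.20 within batches 1 and 2. A small rise is therefore not excluded, but it is far from a rise from at most 3 to at least 30 counts. Overlap with another annotated gene cannot account for the 76 of the 127 that overlap none. The set held 97 different symbol stems, so it was not made up of a few families, but whether a gene took reads from a similar gene outside the set was not tested, and shared reads cannot be excluded.

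RNA from other cells was also considered, since Krt14 is known from skin. Of 18 keratinocyte markers, 11 reached 1 CPM in every Klf4-transfected library, a share between the limits set beforehand for and against this source. Among those 11, Krt10, Col17a1, Perp, Dsp and Sfn also reached 1 CPM in at least 1 control library. All of these but Krt10 still rose at an edgeR adjusted p under 0.05. Mean expression went from 15.5 to 70.3 CPM for Perp, from 5.73 to 25.4 CPM for Dsp and from 2.72 to 20.4 CPM for Sfn. The log2 fold changes were 2.17, 2.175 and 2.90, and 0.48 for Col17a1. Krt5, which basal keratinocytes express together with Krt14, rose by only 0.548% of the rise of Krt14, and Trp63 and Ivl had 0 counts in every library. Of markers of differentiated keratinocytes, Krt1 had at most 4 counts and Flg at most 7 counts in a Klf4-transfected library, and Krt10 was at 4.21 CPM against 3.85 CPM in control (edgeR adjusted p 0.37). Krtdap, in contrast, rose from at most 1 count per control library to at least 9.8 CPM. Other markers also rose. From at most 7 counts per control library, Dsg3 rose by a log2 fold change of 8.38, Dsc3 by 7.84, Pkp1 by 7.04 and Lgals7 by 6.90. Krt15 rose by 2.46 and Lor by 2.34, to means of 0.839 and 1.26 CPM. The Krt14 reads are thus not accounted for by RNA of basal keratinocytes, which would bring Krt5 with it. For the set as a whole the markers point both ways, and their count did not decide. A hypothesis that remains is that Klf4 may switch on part of an epithelial programme in these cells. The pattern cannot be told apart from shared reads, from RNA of other cells or from an effect of the different plasmid backbone.

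Some of the activated genes lie side by side. Of the 116 protein-coding ones, 11.2% had an activated neighbour, where 10000 random draws of 116 from 6253 silent protein-coding genes gave a median of 1.72% and a maximum of 12.1% (permutation p = 0.0005). Once neighbours of the same symbol stem or with overlapping bounds were left out, the share was 1.72%, within the random draws (permutation p = 0.4). The clustering may therefore come from gene families, whose members can share reads or be regulated together, and these data do not separate the 2.

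The many small decreases were examined for technical causes. Higher genes gained 3.52% of the library, 0.5% from Klf4, and lower genes lost 2.8%, so the raised genes could depress the rest through library composition. With factors from abundant genes 1805 of the 2828 lower genes were still called. That scaling moved the median log2 fold change of all genes by 0.0295, so the number left depends on the size of this shift. Composition may account for some of the decreases, and how many was not decided by this count. Higher genes had a median exonic GC content of 53.7% and lower genes 47.2%, against 49.9% for all tested genes, and the Spearman correlation of log2 fold change with GC across genes, which are not independent replicates, was 0.277. With an offset for GC content and length, 3000 genes were lower, of which 2102 were among the 2828. The rest of the 2828 lost their call, so part of the membership depended on the offset. The similar number does not exclude GC content or length as a cause, since the offset also brought in other genes. Among 4007 genes with an average log2 CPM of at least 6, 14 rose by at least 1 on the log2 scale and 0 fell by that much. A repressive effect of Klf4 on many genes may exist, but an effect of the plasmid backbone was not tested.

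A list of 25 cell cycle genes was tested because Klf4 is known as a regulator of proliferation. Its median log2 fold change was -0.01 (limma camera, adjusted p 0.443). At an adjusted p under 0.05 over all genes, 4 of its genes changed, 2 higher and 2 lower, and 0 passed when adjusted over the list alone, where 9 had an unadjusted p under 0.05. No shift of the list was found over all libraries. Some of its genes differed in sign between batches, such as Mki67 (-0.18 in batch 1 and 0.06 in batch 2) and Ccnb2 (-0.25 and 0.03). Others went the other way, such as Tyms (0.02 and -0.09). The list was not tested within batches, so opposite shifts there are not excluded. The interferon list was tested because the plasmids differ and transfected DNA can raise interferon-response genes. Of its 24 tested genes 9 changed, 7 higher and 2 lower, also 9 when adjusted over the list, and its median log2 fold change was 0.20 (limma camera, adjusted p 0.701, with 0.0213 to 0.793 over the alternatives). The genes that rose were Zbp1 (log2 fold change 3.46), Oas2 (1.24), Xaf1 (0.75), Irf7 (0.51), Irf9 (0.30), Parp14 (0.29) and Oasl2 (0.22), and those that fell were Cxcl10 (-0.81) and Rsad2 (-0.22), each in the same direction in both batches. Zbp1 had at most 3 counts in a control library. Against the other genes, camera found no shift of the list.

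Other splits of the 8 libraries into 4 and 4 were fitted with the same model. Of 35 splits, 8 part all 4 same-numbered pairs, as the real one does, so a share under 0.125 is not possible. Among these 8, 1 split, the real one, gave as many genes changed, 1 as many genes higher and 1 as many genes lower. The other 7 gave 0 genes at an adjusted p under 0.05 and 139 to 1316 genes at an unadjusted p under 0.05. A median log2 fold change as far from 0 was given by 2 of the 8 splits for the α-cell list, 1 for the β-cell list, 4 for the cell cycle list and 1 for the interferon list. The 27 other splits keep some same-numbered libraries together, and 1 of them, the split by batch itself, could not be fitted beside the batch term. The 34 fitted splits included 1 with as many changed genes, again the real one. In every other split the real effect adds to the spread, which lowers its number of calls.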
